A study of Homo sapiens with 12 samples. Its data were reported in "CDK8 and CDK19: positive regulators of signal-induced transcription and negative regulators of Mediator complex proteins" (2023).

How the data were processed

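Polyadenylated RNA of 12 HEK293 samples was profiled by paired-end RNA-Seq. According to the labels, RNA was purified with RNeasy Mini columns, checked on a Bioanalyzer and made into libraries with the NEBNext Ultra II Directional kit. The submitters' processing notes name FastQC, Trim Galore 0.4.5, STAR 2.7.2, SAMtools 1.5 and featureCounts of Subread 1.5.3, with the human genome build GRCh38 (hg38). The study's methods name another STAR release, an earlier GENCODE gene annotation and counting of uniquely mapped reads. As deposited by the authors, the values are expected counts per gene symbol, made by assigning aligned reads to genes with featureCounts, with no normalization. The table lists 56269 genes, and 14.79% of its values are not whole numbers. Nonzero values were not whole in 11.79% of cases for 40621 genes that overlap no other gene, in 60.65% for 3498 genes that overlap another on the same strand only, and in 52.88% for 10592 genes that overlap another on the other strand only. Reads over overlapping genes appear to have been divided between them, also across strands, so that counts of such genes are uncertain. Of the 108 genes named by rule, 40 overlap another gene and 68 do not. Reads of near-identical copies such as HSPA1A and HSPA1B can likewise be shared between them. The 37 mitochondrial genes hold 0 counts in every library, so that this sign of RNA quality was not measured.

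Values were rounded to whole counts, which changed the total by 0.0231%. Gene positions and exonic lengths were those listed with the deposited counts. GENCODE release 29 on GRCh38, the build named by the labels, gave gene types and GC content by matching symbols. Of the listed symbols 36163 (64.3%) matched. The 178 genes on more than 1 chromosome were placed on the first one listed. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which left 17259 genes, and libraries were scaled by TMM, with factors from 0.9078 to 1.06. The quasi-likelihood F test (robust glmQLFit) was fitted once to all 12 libraries, so that the groups share their estimate of spread, with no covariate. Tested were PMA against vehicle, SnxB against vehicle, PMA_SnxB against PMA, PMA_SnxB against SnxB and the interaction of both agents. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5, the thresholds of the study, and in the interaction at an adjusted p below 0.05. The study used DESeq2, which was run here as an alternative (version 1.42.0). Log-scale values used a prior count of 2. Checks of single libraries used 11173 genes above a log2 CPM of 3, of which 92.357% had a GC content. CPM levels were computed with TMM-scaled totals.

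Gene lists, thresholds, comparisons, the rule for named genes and most alternatives were set before the data were examined. The 22 lists were immediate-early genes, ERK pathway feedback genes, NF-kB target genes, SRF/MRTF cytoskeletal genes, secreted factors and proteases, cholesterol synthesis genes, heat shock genes, integrated stress response genes, hypoxia genes, interferon-response genes, p53 target genes, TGF-beta/BMP target genes, WNT target genes, ribosome biogenesis genes, the Mediator kinase module, core Mediator subunits, phorbol ester receptors, cell cycle genes, genes named in the study's text, mitochondrial mRNAs, replication-dependent histones and markers of other cells. The 21 lists with at least 3 tested members were compared with all other genes by camera (limma 3.58.1) at a preset correlation of 0.01 and again with an estimated correlation, and by fry for direction, with Benjamini-Hochberg adjustment over lists within each of the 5 comparisons. Named were the 12 raised and 6 lowered genes (PMA against vehicle) or the 12 lowered and 6 raised genes (both Senexin B comparisons) with the largest fold change among called genes with a mean CPM of at least 1 and no overlap between the 3 libraries of each group, which chance gives for 10% of genes. The 8 interaction genes with the smallest adjusted p, up to 4 called members of each list, CDK8, CDK19, CCNC and the study-named genes were added. Genes named outside this rule, such as members counted in lists, genes of the top 5% and genes drawn in plots, were chosen after their values were seen. Genes with no name and pseudogenes were counted only, and some genes that the rule names are not reported here. OLFML3 did not pass the filter on low counts.

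On counts simulated from the real means and library sizes, with 50 genes changed at each size, 2-fold changes were called for 92% of genes in PMA against vehicle, 96% in SnxB against vehicle, 92% in PMA_SnxB against PMA, 94% in PMA_SnxB against SnxB and 72% in the interaction, and 4-fold changes for 100, 100, 100, 98 and 96%. Among the 17058, 16988, 16999, 17060 and 17040 simulated genes tested, 7, 15, 12, 11 and 5 unchanged genes were called. For each gene all simulated libraries had the same fitted spread, so that none stood apart as PMA_SnxB replicate 3 does. The percentages are therefore not the power reached with the real libraries. The libraries held 9.291 to 17.13 M counts and 24076 to 25769 genes with a count. The reads carry no molecular identifiers, so floors of 3 counts cover counting error only. Binomial intervals of the share of genes called take the genes of a set as independent draws, which they are not. They do not cover the spread between libraries. The study's methods speak of biological replicates and the labels number them, but nothing says whether they came from separate cultures, so that p-values measure the spread between these samples. Alternatives were DESeq2 size factors in edgeR, no filter or a filter at a CPM of 1, the DESeq2 test, a replicate block, fits of the compared groups alone, other thresholds and leaving out each library. Removal of length and GC trends within groups and limma voom with library quality weights were added after the data were seen, because PMA_SnxB replicate 3 stood apart. Overlaps between comparisons that share libraries were set beside 20 simulations of unchanged groups, also with the same fitted spread in all libraries.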

Results

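RNA-Seq was carried out on HEK293 cells, an established human embryonic kidney line, to follow the response to PMA with and without Senexin B. PMA is a phorbol ester that activates protein kinase C (PKC), and Senexin B is a selective inhibitor of CDK8 and CDK19, the paralogous kinases of the Mediator complex. The 12 libraries formed 4 groups of 3 replicates. Vehicle cells were kept in 0.1% DMSO for 3 h and SnxB cells in 1 µM Senexin B for 3 h. PMA cells were kept in 0.1% DMSO for 1 h and then given 30 nM PMA for 2 h, and PMA_SnxB cells received 1 µM Senexin B for 1 h before the same PMA treatment. The libraries held 10.74, 11.61 and 13.31 M counts for vehicle, 10.54, 9.291 and 12.84 M for SnxB, 13.1, 15.42 and 12.86 M for PMA, and 17.13, 15.55 and 11.98 M for PMA_SnxB. At the smallest depth 10 counts equalled 1.08 CPM. The first 2 principal components held 50% and 27% of the variance. Levels below are mean CPM ± SD and fold changes are log2 values ± SE, with n = 3 libraries per group. The SE was derived from the fold change and its quasi-likelihood F statistic. It therefore rests on the spread that all libraries of the fit share, PMA_SnxB replicate 3 included where it was kept.

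PMA_SnxB replicate 3 stood apart from the other 11 libraries. Its counts differed from those of the other PMA_SnxB libraries with a chi-square per degree of freedom of 74.6 and 77.3, against 1.2 to 2.95 for all other pairs of replicates. Short genes were higher and long genes lower in it than in the other 2 libraries of its group, with a median log2 difference of 0.594 in the 10% of genes with the shortest exons in sum and of -0.692 in the 10% with the longest. The 123 genes with symbols starting with RPL or RPS and a digit were higher by a median of 0.882 (log2). Most of these encode ribosomal proteins, but the pattern can also take other genes. Its 20 most abundant genes held 7.39% of its counts, against 5.22 to 6.07% in the other libraries. No pair of libraries differed by less than sampling noise, and all 12 were kept. Several counts below are also given without this library.

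**Figure D1:**
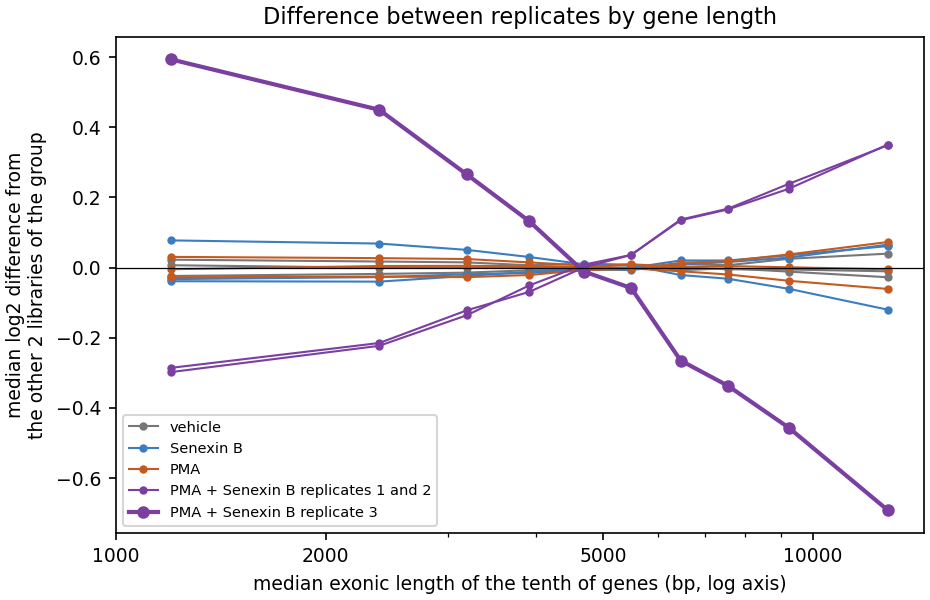
Median log2 difference of each library from the other 2 libraries of its group (vertical axis) by the median exonic length of the genes, in base pairs on a log axis, with 1 line per library. The line of PMA_SnxB replicate 3 falls from 0.594 for the shortest genes to -0.692 for the longest.

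The first comparison, PMA against vehicle, asked which genes respond to 2 h of PKC activation. Immediate-early genes led the response. EGR1, a zinc finger transcription factor switched on by ERK signaling, rose from 6.66 ± 0.667 to 1950 ± 35.1 CPM, and ARC, a regulator of the neuronal cytoskeleton that is itself an immediate-early gene, from 16.8 ± 1.3 to 4280 ± 56.7 CPM. The AP-1 subunits FOS and FOSB rose 160-fold and 115-fold, and ZFP36, which speeds the decay of AU-rich mRNAs, rose 123-fold. Among lowered genes were TXNIP, an inhibitor of thioredoxin, which fell from 20.5 ± 0.848 to 2.77 ± 0.0754 CPM, and the homeobox gene HOXA13, which fell from 112 ± 3.82 to 20.8 ± 3.53 CPM.

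In all, 1313 of the 17259 genes tested changed with PMA, of which 652 rose and 661 fell, and 2265 genes passed the adjusted p alone. Of the 1313 genes, 185 had no gene name and 23 were pseudogenes. EGR1 (chromosome 5, 138465490 to 138469315) had a log2 fold change of 8.19 ± 0.20 with an adjusted p = 1.52e-10, and ARC (chromosome 8, 142611044 to 142614472) one of 7.99 ± 0.16 with an adjusted p = 1.26e-10 (edgeR quasi-likelihood test, Benjamini-Hochberg). EGR2 rose from 0.157 ± 0.0638 to 45.1 ± 2.04 CPM and EGR3 from 0.338 ± 0.163 to 70.9 ± 1.81 CPM. MMP10, a secreted metalloproteinase, rose from 0.249 ± 0.184 to 14.6 ± 2.07 CPM. MMP1, an interstitial collagenase, had no count in the vehicle libraries and reached 2.88 ± 0.638 CPM, at least 8.21-fold higher (the lowest PMA library, at 2.2 CPM, against a floor of 3 counts per library). No vehicle library held more than 1 count of the small GTPase gene ARL14 or of EGR4, and these stood at 12.2 ± 0.585 and 2.63 ± 0.197 CPM with PMA. Also lower were the homeobox gene DLX3 (-3.01 ± 0.26), SKIDA1 (-2.94 ± 0.18), the zinc finger gene SP8 (-2.37 ± 0.25) and the transcriptional coregulator gene MN1 (-2.37 ± 0.28).

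Of the 35 immediate-early genes tested, 33 rose, and 34 did when adjusted over the list alone. FOSL1, a further AP-1 subunit, rose by 4.89 ± 0.11, and JUN (chromosome 1, 58780788 to 58784327) rose from 230 ± 4.45 to 657 ± 12.7 CPM. MYC (chromosome 8, 127735434 to 127741434), a growth-promoting transcription factor, rose from 104 ± 2.52 to 207 ± 6.04 CPM. Of 19 ERK pathway feedback genes 12 rose, 12 also when adjusted over the list alone. Among them the phosphatase genes DUSP2 and DUSP5 rose by 3.68 ± 0.10 and 3.07 ± 0.16, the receptor gene EPHA2 by 3.09 ± 0.10 and SPRY2, an inhibitor of receptor tyrosine kinase signaling, by 2.84 ± 0.11. Of 19 secreted factors and proteases 14 rose, 15 when adjusted over the list alone, with HBEGF, a growth factor that binds the EGF receptor, higher by 2.51 ± 0.10, ADAMTS1, a secreted metalloproteinase, by 2.28 ± 0.17 and INHBA, an activin subunit, at 2.45 ± 0.317 CPM from 0.214 ± 0.0347. Of 13 SRF/MRTF cytoskeletal genes 6 rose, 6 also when adjusted over the list alone. CTGF, a secreted matrix protein, rose 12.4-fold, ANKRD1 4.09-fold, FHL2 3.09-fold and cytoplasmic actin ACTG1 2.14-fold.

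Smaller parts of other lists rose with PMA. The counts adjusted over the list alone were the same as those over all genes unless given. Of 14 heat shock genes 5 rose, among them the chaperone genes DNAJB1 by 1.71 ± 0.07, HSPA8 by 1.05 ± 0.08 and BAG3 by 0.73 ± 0.08. Of 21 cholesterol synthesis genes 4 rose, among them INSIG1, a sensor that restrains sterol synthesis, by 1.83 ± 0.10 and the enzyme genes IDI1 and HMGCS1 by 0.91 ± 0.08 and 0.81 ± 0.14. Of 13 hypoxia genes 4 rose (NDRG1, ADM, PFKFB3 and the glucose transporter gene SLC2A1), with NDRG1 at 184 ± 5.09 CPM from 72.3 ± 2.51. Of 14 p53 target genes 5 rose and 1 fell, or 5 and 3 when adjusted over the list alone, with the cyclin-dependent kinase inhibitor CDKN1A 5.34-fold higher, BBC3 and AEN 2.04-fold and 1.82-fold higher, and SESN1 lower by 1.98-fold. Of 16 integrated stress response genes 3 rose and 3 fell. DDIT4, an inhibitor of mTORC1, fell 4.4-fold and the lipoprotein receptor gene VLDLR 2.09-fold, while the chaperone gene DNAJB9 rose 1.81-fold and the amino acid transporter gene SLC7A5 1.52-fold. Of 12 TGF-beta/BMP target genes 3 rose (ID4, PMEPA1 and TGIF1) and 3 fell, and the inhibitory SMAD6 was 2.59-fold lower. Of 14 NF-kB target genes 2 rose (RELB and the chemokine gene CXCL8) and 2 fell (BCL3 and NFKBIA, the inhibitor of NF-kB), or 2 and 3 when adjusted over the list alone.

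In the remaining lists few genes changed. Of 13 interferon-response genes IFIT1 and IFIT3 fell, and of 11 WNT target genes the ubiquitin ligase gene RNF43 fell (2 when adjusted over the list alone, and 2 without PMA_SnxB replicate 3). RRM2, a subunit of ribonucleotide reductase, rose among 18 cell cycle genes, NOP16 among 18 ribosome biogenesis genes and PRKCD, a PKC isoform, among 11 phorbol ester receptors, while MED22 fell among 26 core Mediator subunits (2 genes without PMA_SnxB replicate 3). No member of the Mediator kinase module (7 tested), the replication-dependent histones (6) or the markers of other cells (5) was called by edgeR. At an unadjusted p below 0.05 the kinase module had 1 gene higher, the histones 0 and the markers 1 gene lower, DESeq2 called 0 in each, and limma voom 1 histone gene. CDK8 stood at 35 ± 1.24 CPM in vehicle and 39.2 ± 2.27 CPM in PMA, CDK19 at 27.3 ± 2.09 and 22.1 ± 1.4 CPM, and their cyclin CCNC at 80.8 ± 8.05 and 104 ± 1.56 CPM. The mitochondrial mRNAs were listed at 0 throughout. Of the 11 genes tested from the list named in the study's text 6 rose (ARC, JUN, MYC, ZCCHC12, GPR50 and ETV5), 6 also when adjusted over the list alone. That list was in part chosen on these libraries and is not independent evidence.

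The camera test called 11 of the 21 lists as raised with PMA, namely those of immediate-early, ERK feedback, SRF/MRTF, secreted, cholesterol, heat shock, hypoxia, p53, ribosome biogenesis, cell cycle and study-named genes, and 9 of these calls held with an estimated correlation. The ribosome biogenesis list had an adjusted p = 0.0881 with an estimated correlation and the cell cycle list an adjusted p = 0.0863 with an estimated correlation (camera, Benjamini-Hochberg). Median and mean log2 change differed in sign in 4 lists that were not called. They were 0.189 and -0.0223 for the integrated stress response, 0.0123 and -0.113 for WNT targets, 0.0354 and -0.00125 for core Mediator and -0.0522 and 0.0634 for phorbol ester receptors. Reads of DNAJB9, DNAJB1, NOP16, RNF43, CTGF and DDIT4 overlap other expressed genes, so that their counts are uncertain to that extent.

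Senexin B against vehicle asked which genes depend on CDK8/19 activity without an added signal. MYC fell from 104 ± 2.52 to 22.4 ± 1.52 CPM and JUN from 230 ± 4.45 to 89.4 ± 4.33 CPM after 3 h of the inhibitor. C10orf10 fell from 3.29 ± 0.287 to 0.592 ± 0.141 CPM. The inducible HSP70 genes HSPA1A and HSPA1B, which are near-identical copies, so that reads can be shared between them, fell from 439 ± 10.5 to 182 ± 4.04 CPM and from 813 ± 19.8 to 344 ± 16.7 CPM. ARC was also lower, at 8.08 ± 0.941 CPM.

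In all, 30 genes fell. The log2 fold change of MYC was -2.21 ± 0.09 (4.62-fold lower, adjusted p = 1.9e-07) and that of JUN -1.36 ± 0.07 (2.58-fold lower, adjusted p = 4.49e-06), both by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Also lower were ADAMTS1 (-1.20 ± 0.16), FAM84A (-1.19 ± 0.11), TXNIP (-1.13 ± 0.12), the ubiquitin ligase gene RNF122 (-1.09 ± 0.18) and PMAIP1, a pro-apoptotic BH3-only gene (-1.04 ± 0.11). The reads of C10orf10 overlap RASSF4 on the other strand, which averaged 1.48 CPM. With all 12 libraries in 1 fit no gene was called as raised by edgeR, while 179 genes were higher and 321 lower at an unadjusted p below 0.05. Among 17259 genes tested these are fewer than unchanged genes alone would give, and they cannot be read as further changes. DESeq2 called 0 genes higher and 38 lower, and limma voom 4 higher and 64 lower. The count of 30 became 17 without SnxB replicate 2, 16 without SnxB replicate 3 and 58 (55 lower and 3 higher) without PMA_SnxB replicate 3, 54 (51 lower and 3 higher) in a fit of the vehicle and SnxB libraries alone, and 32 (31 lower and 1 higher) with length and GC trends removed.

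Of the 35 immediate-early genes 6 fell with Senexin B (MYC, JUN, ATF3, DUSP1, ARC and TRIB1), and 8 when adjusted over the list alone. ATF3, a stress-responsive transcription factor, was 1.73-fold and DUSP1, a MAP kinase phosphatase, 1.65-fold lower. Of the TGF-beta/BMP targets ID2 (-0.80 ± 0.10) and ID4 (-0.83 ± 0.06) fell, both inhibitors of helix-loop-helix factors. INSIG1 and IDI1 fell among the cholesterol synthesis genes, HSPA1A and HSPA1B among the heat shock genes, NDRG1 among the hypoxia genes and ADAMTS1 among the secreted factors, and in each of these 5 lists the count was the same when adjusted over the list alone. Of the genes named in the study's text MYC, JUN and ARC fell, 3 also when adjusted over the list alone, where the list is not independent evidence. ZCCHC12 was 1.46-fold lower, short of the fold threshold. Camera called 11 lists as lowered, 7 of them also with an estimated correlation. The other calls were those of the ERK feedback list (adjusted p = 0.132 with an estimated correlation), the SRF/MRTF list (adjusted p = 0.132 with an estimated correlation), the integrated stress response list (adjusted p = 0.153 with an estimated correlation) and the ribosome biogenesis list (adjusted p = 0.231 with an estimated correlation). No ERK feedback gene was called on its own by edgeR, with 5 lower at an unadjusted p below 0.05, 0 called by DESeq2 and 1 by limma voom. CDK8, CDK19 and CCNC stood at 36.2 ± 2.72, 26.6 ± 2.14 and 81.7 ± 6.31 CPM and were not called.

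**Figure D2:**
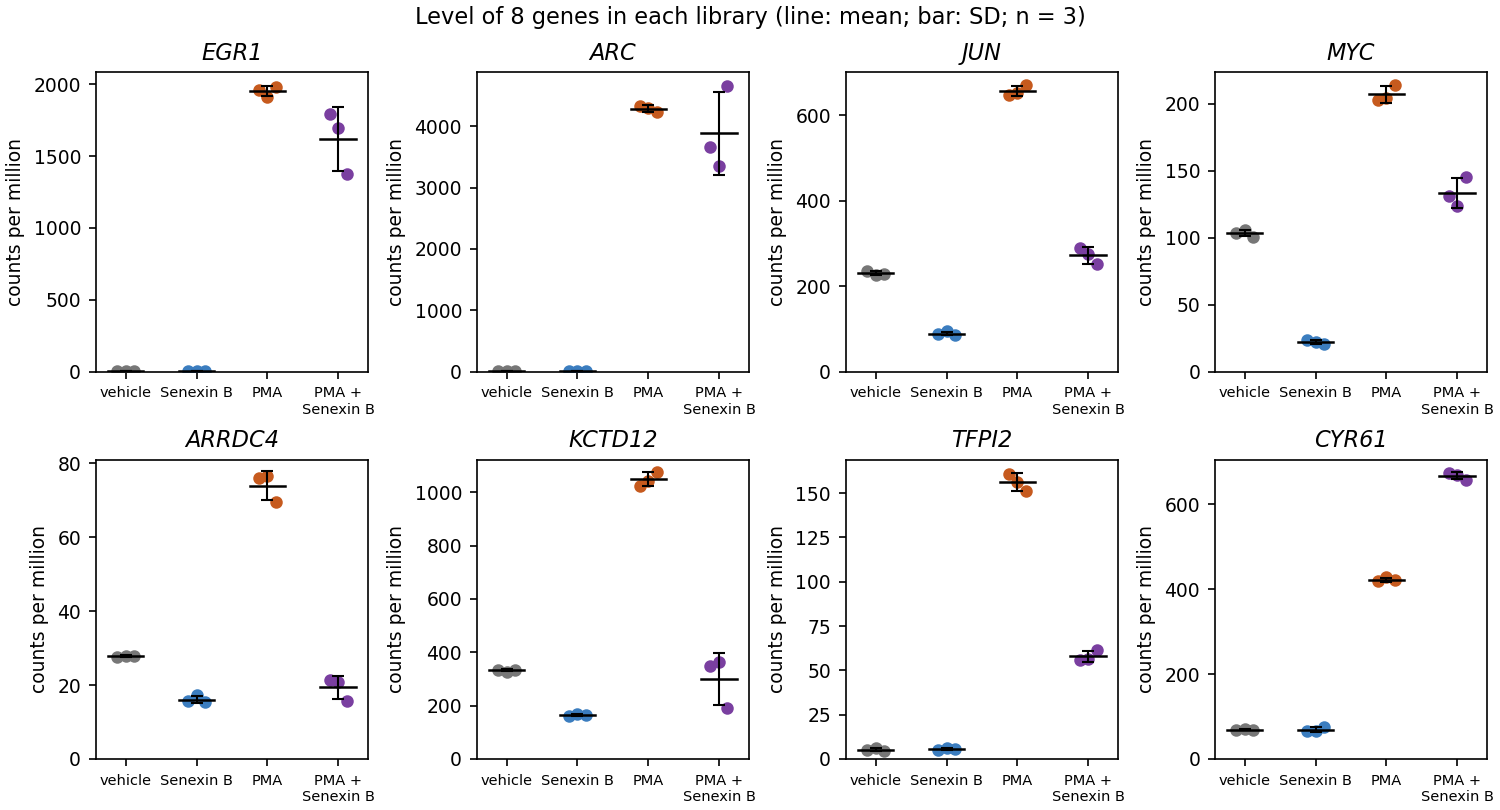
CPM of 8 genes in each of the 12 libraries (vertical axes), by group, with points for libraries, a line for the mean and a bar for the SD (n = 3). MYC and JUN were lower with Senexin B both without and with PMA, EGR1 and ARC were high in both PMA groups, and ARRDC4, KCTD12 and TFPI2 were lower and CYR61 higher in PMA_SnxB than in PMA.

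PMA_SnxB against PMA asked what CDK8/19 inhibition does to cells that receive the signal. Senexin B lowered a part of the PMA-induced genes. ARL14 fell from 12.2 ± 0.585 CPM with PMA to 2.1 ± 0.362 CPM with both agents, MMP10 from 14.6 ± 2.07 to 3.27 ± 0.86 CPM and KCTD12, an auxiliary subunit of GABA-B receptors, from 1050 ± 26.1 to 300 ± 95.9 CPM. EGR1 and ARC did not pass the test, at 1620 ± 219 and 3880 ± 680 CPM (adjusted p = 0.636 and 0.675, edgeR quasi-likelihood test, Benjamini-Hochberg). Without PMA_SnxB replicate 3 they passed the adjusted p (0.0145 and 1.32e-06, by the same edgeR test) and missed only the fold threshold, with log2 fold changes of -0.16 and -0.29. CYR61, a secreted matrix protein and immediate-early gene, rose further, from 423 ± 4.51 to 667 ± 8.06 CPM.

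In all, 78 genes fell and 2 rose. ARL14 (chromosome 3, 160677159 to 160678452) was 5.84-fold lower, with a log2 fold change of -2.55 ± 0.17 and an adjusted p = 2.14e-05 (edgeR quasi-likelihood test, Benjamini-Hochberg). ACTBL2, an actin paralog, fell from 5.68 ± 0.818 to 0.674 ± 0.375 CPM. Also lower were the arrestin family gene ARRDC4 (-1.93 ± 0.11), the hyaluronan synthase gene HAS2 (-1.64 ± 0.30), the orphan receptor gene GPR50 (-1.58 ± 0.29), C10orf10 (-1.51 ± 0.14), RNF122 (-1.50 ± 0.14) and TFPI2, an inhibitor of serine proteases (-1.43 ± 0.11). GPR50-AS1 was lower (-1.60 ± 0.30), but it overlaps GPR50 and the counts of the pair cannot be fully told apart. The raised genes were CYR61 (0.66 ± 0.07) and the muscle alpha-actinin gene ACTN2 (0.60 ± 0.12). Without PMA_SnxB replicate 3 the test called 143 genes, 22 higher and 121 lower, among them 75 of the 80, and limma voom called 43 higher and 131 lower. A fit of the PMA and PMA_SnxB libraries alone called 18 genes, all lower.

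Of the 35 immediate-early genes 6 fell (JUN, BTG2, MYC, TRIB1, EGR2 and KLF4) and CYR61 rose, with the same counts when adjusted over the list alone. JUN was 2.41-fold lower, the antiproliferative gene BTG2 1.8-fold and MYC 1.55-fold. Of the 19 secreted factors and proteases 3 fell, 7 when adjusted over the list alone and 6 without PMA_SnxB replicate 3, with MMP10 lower by 4.51-fold, SERPINB2, an inhibitor of urokinase, at 0.291 ± 0.0682 CPM from 1.28 ± 0.285, and the WNT antagonist gene DKK1 lower by 2.43-fold. HMGCS1 and IDI1 fell among the cholesterol synthesis genes (1 rose and 2 fell when adjusted over the list alone), PHLDA1 among the ERK feedback genes (2 when adjusted over the list alone, and 2 without PMA_SnxB replicate 3), and NDRG1 and ID4 as single members of the hypoxia and TGF-beta/BMP lists, also when adjusted over the list alone. JUN, MYC, ZCCHC12 and GPR50 fell among the genes named in the study's text, 4 also when adjusted over the list alone, where the list is not independent evidence. Camera called 8 lists as lowered. Those of immediate-early, secreted and study-named genes held with an estimated correlation. The others had an adjusted p = 0.158 with an estimated correlation for ERK feedback, an adjusted p = 0.0898 with an estimated correlation for cholesterol synthesis, an adjusted p = 0.182 with an estimated correlation for heat shock, an adjusted p = 0.135 with an estimated correlation for hypoxia and an adjusted p = 0.131 with an estimated correlation for TGF-beta/BMP targets. Among the 14 heat shock genes edgeR called 0, with 6 lower at an unadjusted p below 0.05, and DESeq2 and limma voom called 0. PMA_SnxB replicate 3 was the library with the largest spread in this comparison, with a deviation SD of 0.424 against at most 0.0935 in the other groups.

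The genes changed by PMA were then examined for an effect of Senexin B under PMA. Of the 652 genes raised by PMA, 68 were lowered by Senexin B and 2 raised. Of the 661 genes lowered by PMA, edgeR called 0 as changed by Senexin B, while 96 were higher and 5 lower at an unadjusted p below 0.05, DESeq2 called 0 and limma voom 13 higher and 1 lower. Without PMA_SnxB replicate 3 edgeR called 7 genes lowered by PMA as raised by Senexin B and 1 as lowered, where independent lists would share 1.19 and 6.57. Together 70 of 1313 genes (5.33%) were affected, against 0.0627% of the genes not changed by PMA (Fisher's exact test, two-sided p = 6.77e-68), where independent lists would share 6.09 genes, and 107 genes (6.1%) without PMA_SnxB replicate 3. The comparisons share the PMA libraries. Simulated unchanged groups against those libraries were called for a mean of 0.05 and 0.1 genes, too few for any overlap, and gave a correlation of the fold changes across genes of -0.501 and a covariance of -0.0234, where the data gave -0.354 and -0.0479. With the PMA effect taken from 1 PMA library and the Senexin B effect from the other 2, 48, 46 and 46 raised genes were lowered by Senexin B, where independent lists would share 1.5, 1.4 and 1.4, and the correlation was -0.229, -0.212 and -0.262. These splits were chosen after the overlap was seen. The simulations took the spread of the shared fit, which PMA_SnxB replicate 3 widened (common dispersion 0.0155 with it and 0.0009 without it). The simulated covariance therefore cannot be read as the part of the observed one that shared PMA libraries give.

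**Figure D3:**
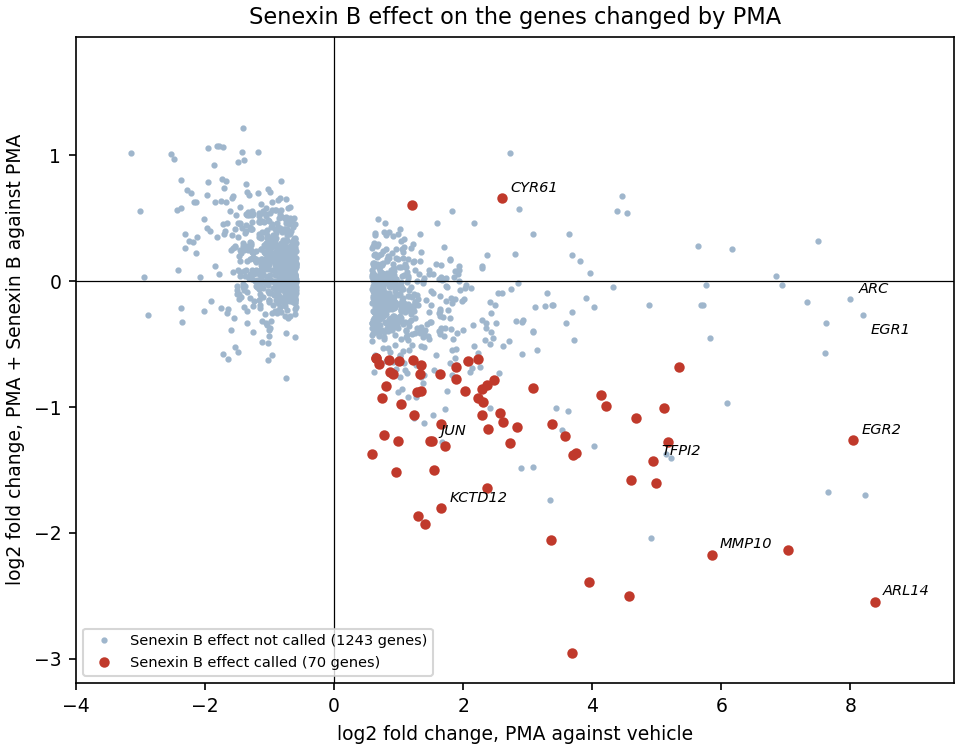
Log2 fold change of PMA_SnxB against PMA (vertical axis) by that of PMA against vehicle (horizontal axis) for the 1313 genes changed by PMA, with the 70 genes called under Senexin B in red and the other 1243 in blue. All but 2 of the red points lie below 0 and to the right, and EGR1 and ARC lie near 0 on the vertical axis. Fold changes of genes with 0 or 1 counts in vehicle, ARL14 among them, are fitted values and not bounds.

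The share affected by Senexin B was then taken among the genes most strongly raised by PMA. It was 10.7% of all 652 raised genes, 17.5% of the top 50% by fold change, 29.2% of the top 20%, 32.3% of the top 10% and 36.4% of the top 5% (12 of 33 genes, exact 95% binomial interval 20.4 to 54.9%). ARL14, EGR2, MMP10, SERPINB2, TFPI2 and GPR50 were among the 12. EGR1, ARC, EGR3, FOS, FOSB, ZFP36, EGR4, JUNB and FOSL1 were among the 21 genes not called, as was MMP1 with an adjusted p = 0.0518 (edgeR quasi-likelihood test, Benjamini-Hochberg), which was called without PMA_SnxB replicate 3 (adjusted p = 0.000229 by the same edgeR test). The 36.4% became 20.7, 17.2 and 20% without PMA replicate 1, 2 and 3, 24.2% without PMA_SnxB replicate 2 and 52.5% without PMA_SnxB replicate 3.

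**Figure D4:**
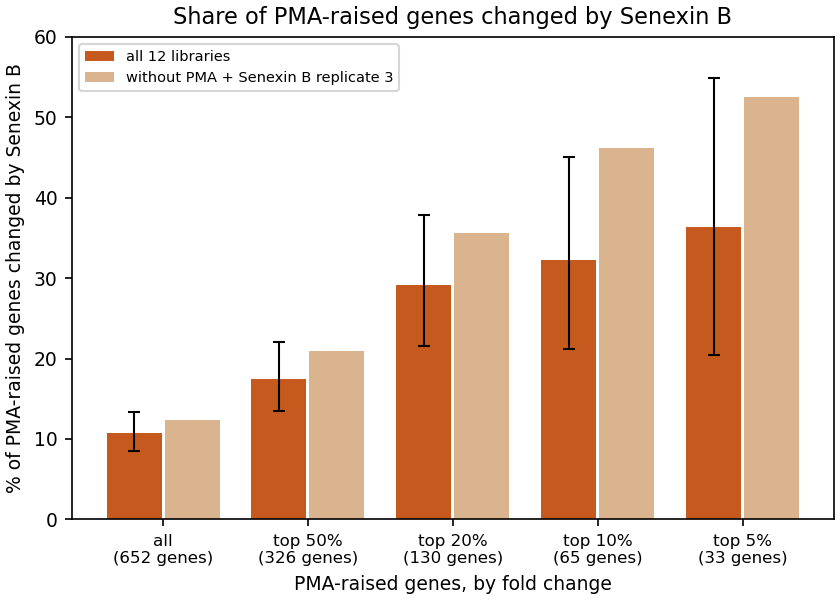
Percentage of PMA-raised genes changed by Senexin B under PMA (vertical axis) among all raised genes and the top 50, 20, 10 and 5% by fold change (horizontal axis), from all 12 libraries, with exact 95% binomial intervals, and without PMA_SnxB replicate 3. The percentage goes from 10.7% of all raised genes to 36.4% of the top 5%, and from 12.3% to 52.5% without that library.

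PMA_SnxB against SnxB asked what was left of the PMA response when CDK8/19 were inhibited. Strong responses to PMA were still present in several genes. ARC rose from 8.08 ± 0.941 to 3880 ± 680 CPM, EGR1 stood at 5.57 ± 1.54 and 1620 ± 219 CPM, and MYC rose from its lower starting level of 22.4 ± 1.52 to 133 ± 10.9 CPM. JUNB rose by 6.55 ± 0.15, the nuclear receptor gene NR4A1 by 4.96 ± 0.11 and CTGF by 4.56 ± 0.09.

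In all, 693 genes rose and 684 fell, and 2598 genes passed the adjusted p alone. Of the 652 genes raised without the inhibitor 491 (75.3%) rose with it, and of the 661 lowered genes 426 (64.4%) fell with it, where independent lists would share 26.2 in each direction. No library belongs to both comparisons, and the correlation of the fold changes across genes, which are not independent replicates, was 0.845 against 0.00156 in simulated unchanged groups. ARC had a log2 fold change of 8.91 ± 0.17 with an adjusted p = 4.06e-11 and MYC one of 2.57 ± 0.09 with an adjusted p = 1.36e-09 (edgeR quasi-likelihood test, Benjamini-Hochberg). A fit of these 6 libraries alone called 666 genes.

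With the inhibitor present, 32 of the 35 immediate-early genes, 13 of the 19 ERK feedback genes, 5 of the 13 SRF/MRTF genes and 14 of the 19 secreted factors rose, and when adjusted over the list alone the counts were 32, 13 (and 1 lower), 5 and 16. SPRY4 rose by 3.78 ± 0.23 and VEGFA, the endothelial growth factor, by 1.12 ± 0.16. HSPA1A and HSPA1B rose 5-fold and 3.55-fold among 5 raised heat shock genes. Of the hypoxia genes 4 rose and 1 fell, of the p53 targets 4 rose and 2 fell, of the TGF-beta/BMP targets 5 rose and 3 fell, and of the cholesterol synthesis genes 3 rose, INSIG1 and IDI1 among them, with the same counts adjusted over the list alone. Of the study-named genes 7 rose, 7 also when adjusted over the list alone, and APOE, the apolipoprotein gene, was called in this comparison (1.01 ± 0.23) but not in PMA against vehicle, a difference that did not pass the test of the interaction. That list is not independent evidence. Camera called 11 lists as raised and 10 held with an estimated correlation. The exception was ribosome biogenesis, where NOP16, PES1 and MRTO4 rose, with an adjusted p = 0.0717 with an estimated correlation, and where 1 gene was called without PMA_SnxB replicate 3.

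The interaction asked for which genes the Senexin B effect differed with PMA. MYC was reduced 4.62-fold by Senexin B without PMA and 1.55-fold with it. KBTBD7, an adaptor of a ubiquitin ligase, stood at 25.8 ± 1.83 and 27.1 ± 2.06 CPM without PMA and at 28.5 ± 0.909 and 10.8 ± 1.13 CPM with it. TFPI2 stood at 5.1 ± 0.851 and 5.61 ± 0.774 CPM without PMA and fell from 156 ± 4.99 to 57.9 ± 3.09 CPM with it. CTGF stood at 17 ± 0.523 and 11.5 ± 0.94 CPM without PMA and at 211 ± 0.866 and 273 ± 17.8 CPM with it, and ARRDC4 at 27.8 ± 0.22 and 16.1 ± 1 CPM without PMA and at 73.9 ± 3.9 and 19.3 ± 3.11 CPM with it.

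In these 5 genes the difference of the log2 fold changes was 1.57 ± 0.12 for MYC (adjusted p = 0.000252), -1.47 ± 0.14 for KBTBD7 (adjusted p = 0.00224), -1.57 ± 0.18 for TFPI2 (adjusted p = 0.00882), 0.93 ± 0.12 for CTGF (adjusted p = 0.0181) and -1.14 ± 0.16 for ARRDC4 (adjusted p = 0.0423), by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. CYR61, DDIT4 and HSPA1B followed at an adjusted p = 0.0535 by the same edgeR test. KBTBD7, TFPI2 and CTGF overlap genes on the other strand that averaged 2.12, 3.79 and 8.97 CPM, against 23.2, 53.7 and 123 CPM for the genes themselves, and all 3 calls held with the counts of those partners subtracted or added. In all, 455 genes, the 5 among them, passed an unadjusted p below 0.05, fewer than unchanged genes alone would give among the 17259 tested. DESeq2 called 22 genes and limma voom 119. The count was 2 without vehicle replicate 1, SnxB replicate 2 or PMA replicate 1, 3 without vehicle replicate 2 or 3, SnxB replicate 1, PMA replicate 2 or 3 or PMA_SnxB replicate 2, and 118 without PMA_SnxB replicate 3.

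Camera called 5 lists as having a more positive Senexin B effect with PMA, none of which held with an estimated correlation. They were the immediate-early genes (MYC called, 6 higher and 2 lower adjusted over the list alone, 6 higher and 1 lower without PMA_SnxB replicate 3, adjusted p = 0.135 with an estimated correlation), the SRF/MRTF genes (CTGF called, 2 adjusted over the list alone and 2 without PMA_SnxB replicate 3, adjusted p = 0.0742 with an estimated correlation), the integrated stress response genes (0 called by edgeR, 1 adjusted over the list alone, 1 higher and 1 lower without PMA_SnxB replicate 3, adjusted p = 0.157 with an estimated correlation), the TGF-beta/BMP targets (0 called by edgeR, 2 adjusted over the list alone, 2 higher without PMA_SnxB replicate 3, adjusted p = 0.123 with an estimated correlation) and the study-named genes, which are not independent evidence (MYC called, 2 higher and 1 lower adjusted over the list alone, the same counts without PMA_SnxB replicate 3, adjusted p = 0.0742 with an estimated correlation). At an unadjusted p below 0.05 the stress response list had 4 genes and the TGF-beta/BMP list 2, all more positive, DESeq2 called 1 gene in each, and limma voom called 1 more positive and 1 more negative in the stress response list and 2 in the TGF-beta/BMP list. Outside PMA against vehicle, median, mean or test also differed in sign in lists that camera did not call, such as NF-kB targets in both Senexin B comparisons and in PMA under Senexin B, WNT targets in the latter and heat shock genes here.

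Across the 93 genes called in either Senexin B comparison, which are not independent replicates, the log2 effects of Senexin B with and without PMA had a Pearson r of -0.133 and a Spearman rho of -0.136. Of these genes 76 had fitted log2 effects below 0 in both settings and 67 the more negative one under PMA, in a set selected for being called (118 and 107 of 176 genes without PMA_SnxB replicate 3). The set holds genes near the floor without PMA, such as ARL14 and EGR2 (0.0298 and 0.157 CPM in vehicle). Their fitted Senexin B effects without PMA, 0.88 and 0.81, are uncertain and enter the correlations and counts. Over all 17259 genes, where no library is shared, r was 0.167, against -0.00148 in simulated unchanged groups. Of the 30 genes lowered without PMA 22 were raised by PMA (39 of 55 without PMA_SnxB replicate 3) and 1 (TXNIP) was lowered by it (2 without that library), where independent lists would share 1.13 and 1.15 (2.52 and 2.99 without that library). Both comparisons use the vehicle libraries. Simulated unchanged groups gave a correlation of 0.5 and a covariance of 0.0242 across all genes, and the data -0.0362 and -0.00389. The simulated spread was again that widened by PMA_SnxB replicate 3, so that 0.0242 is no measure of what shared vehicle libraries give. With the PMA effect taken against 1 vehicle library and the Senexin B effect against the other 2, a split chosen after the overlap was seen, 14, 18 and 14 raised genes were lowered by Senexin B, where independent lists would share 0.462, 0.558 and 0.477. Of the 30 genes 17, among them MYC, JUN and RNF122, were also lowered by Senexin B under PMA, where independent lists would share 0.136 genes. Among the called genes the correlation was -0.268 without vehicle replicate 1, -0.256 without vehicle replicate 2, -0.26 without SnxB replicate 1, 0.0182 without SnxB replicate 3, -0.0254, 0.017 and 0.15 without PMA_SnxB replicate 1, 2 and 3, and so had no stable sign in this selected set.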

Values the study reported

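The study selected differentially expressed genes at FC > 1.5 and FDR < 0.05. It reported that Senexin B affected 6% of the genes that responded to 2 h of PMA. Among the top 5% of genes induced by 2-h PMA, it reported a share of 38%.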

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

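The tests and removal of the length and GC trend, limma voom with library weights, the tests of a wrong label, of the shared PMA libraries, of power at matched expression, of chance with both effects removed, of markers that HEK293 cells do not express and all 3 tests of technical causes of the differing Senexin B effect were chosen only after the result was seen.

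The Senexin B effect differed with PMA in 5 genes by the test of the interaction, which is why they are singled out. The difference (log2) was 1.57 for MYC and 0.93 for CTGF, whose effect was more positive with PMA, and -1.47 for KBTBD7, -1.57 for TFPI2 and -1.14 for ARRDC4, whose effect was more negative. The deviation of PMA_SnxB replicate 3 is argued against as the cause, since 5 of the 5 genes kept their call and direction without it, and so are levels near the counting floor, since 0 of the 5 genes had under 10 counts on average in vehicle or SnxB and the lowest mean was 62.7 counts. Reads divided with overlapping genes are argued against for KBTBD7, TFPI2 and CTGF, since 3 of the 3 genes kept their call and direction with all counts of the overlapping genes subtracted (-1.54, -1.57 and 0.96) and with all of them added (-1.42, -1.57 and 0.90). Of 100 joint splits drawn from the libraries without and with PMA, 3 gave as many genes, the real one included, but most of these splits mix treated with untreated libraries, which widens the spread and lowers the count, so that they exclude little. With the additive effects of both agents taken out before libraries were exchanged and put back after, 1 of 100 splits, the real one, gave as many genes (5, against at most 0 by edgeR in the others). Any count above 0 would have passed. The differences themselves were not taken out and widen the spread of their genes in mixed splits. The libraries are also not exchangeable, since PMA_SnxB replicate 3 had a deviation SD of 0.424, against at most 0.0935 in the other groups. These splits therefore do not exclude chance, for the presence of such genes or for each of the 5. Among the first splits the one that gave the most, 111 genes, swapped the labels in 1 arm and so summed both Senexin B effects, which is a structure of the samples. MYC and KBTBD7 were called in all 19 alternatives, TFPI2 in 15, and CTGF and ARRDC4 in 8 each. With length and GC trends removed CTGF went from 0.93 ± 0.12 to 0.88 ± 0.16 SE and lost its call (adjusted p = 0.0957, edgeR quasi-likelihood test, Benjamini-Hochberg), as its spread widened. That the inhibitor acts otherwise on MYC and KBTBD7 once PKC is active may be put as a hypothesis only. Leaving out a library ended the call of ARRDC4 and CTGF in 10 and 9 of 12 cases and that of TFPI2 in 3. Over the 12 cases the difference (log2) ran from -1.21 to -1.01 for ARRDC4, from 0.88 to 1 for CTGF and from -1.7 to -1.45 for TFPI2. The number of genes was 2 without vehicle replicate 1, SnxB replicate 2 or PMA replicate 1, 3 without vehicle replicate 2 or 3, SnxB replicate 1, PMA replicate 2 or 3 or PMA_SnxB replicate 2, and 118 without PMA_SnxB replicate 3.

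The genes most strongly raised by PMA, such as ARL14, EGR2 and MMP10, were most often changed by Senexin B under PMA. More power at higher expression is argued against, since the odds ratio of being called was 4.62 (95% interval 1.77 to 11.9) between the top 5% (12 of 33 genes, median 17.9 CPM with PMA) and other raised genes matched on their level (18 of 165, median 17.8 CPM), and so is the spread of PMA_SnxB replicate 3, since the share in the top 5% was 52.5% without it and 36.4% with it. The matched genes were raised less by PMA, by a median log2 fold change of 1.21 against 5.82 in the top 5%. A call needs a fold change above 1.5, which an equal loss of the induced part reaches more readily in strongly raised genes. That part of the fold threshold in the odds ratio and in the shares was not tested and stays open. Chance values of the shared PMA libraries were examined by ranking on 1 PMA library and calling from the other 2. This gave 24.1 to 27.6% against 17.2 to 20.7% with a shared ranking, a ratio of 1.33 to 1.4. The first ranking used log2 CPM with a prior count of 2 and genes of at least 1 CPM, the shared one the fitted fold change of genes called as raised. The ratio therefore cannot be read as the effect of sharing, and this explanation stays open. The 24.1 to 27.6% themselves share no PMA library between ranking and call. An earlier test of power on genes not raised by PMA (0 of 660 called by edgeR) was void, since such genes were almost never called at any level. An earlier form of the test on the shared libraries, which ranked genes by the PMA effect under Senexin B and gave 20% (exact 95% interval 8.44 to 36.9%), was set aside because Senexin B itself lowers that ranking. That stronger induction goes with more dependence on CDK8/19 may be put as a hypothesis, with the share lower without PMA replicate 1, 2 or 3 (20.7, 17.2 and 20%) or PMA_SnxB replicate 2 (24.2%).

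PMA_SnxB replicate 3 lay far from its group, with a rank correlation of its deviation with exonic length of -0.565 and with GC content of 0.465. A length and GC trend is argued against as the whole cause, since its deviation SD after removal of such trends was still 3.88 times the highest of the 9 libraries of other groups (4.53 before), an earlier comparison with all 11 libraries having been void because its group mates carry part of its deviation. A wrong label is argued against, since its median position between PMA (0) and the other PMA_SnxB libraries (1) was 1.05 over the 30 genes that Senexin B lowered without PMA. RNA from other cells stays open, since the markers of other cells summed to 1.04 times the highest other library (96.1 against 92.6 CPM), which missed the bound of 1 set beforehand, and the 11 markers that HEK293 cells do not express (1.11 CPM, 0.165 to 1.22 CPM in the other libraries) are too near the floor to decide. A difference in RNA or library preparation of this 1 library could remain, the labels give no batch for it, and no biological explanation was tested.

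For the other comparisons 1 of the 10 splits of the 6 libraries, the real one, gave as many genes. The real counts were 1313 genes for PMA, 30 for Senexin B, 80 for Senexin B under PMA and 1377 for PMA under Senexin B, and the highest of the other splits gave 0 by edgeR in each. The splits are too few for a share under 0.05, the smallest being 0.1. All splits but the real one also mix treated with untreated libraries, which widens the spread and lowers the count, so that they exclude little. The 30 genes became 17, 16 and 58 (55 lower and 3 higher) without SnxB replicate 2, SnxB replicate 3 and PMA_SnxB replicate 3, and the 80 genes 143 without the last.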

How the results depend on the processing

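Removal of length and GC trends and limma voom with library weights were chosen only after the result was seen. Of the 10 results that answer a comparison, the counts for PMA (1313), for PMA under Senexin B (1377), the share of PMA-affected genes under Senexin B (5.33%), the 46 list calls and the 177 called values of named genes stayed within 1.5-fold under the other scaling, both filters and DESeq2. So did the counts for Senexin B (30) and Senexin B under PMA (80) and the top 5% share (36.4%). The interaction count and the correlation moved further in at least 1 of these settings. Leaving out each library gave 1065 to 1753 genes for PMA, 16 to 58 for Senexin B, 55 to 143 for Senexin B under PMA, 1075 to 1800 for PMA under Senexin B, 2 to 118 for the interaction, 39 to 48 list calls, 161 to 179 named values, a share of 4.32 to 6.1%, a top 5% share of 17.2 to 52.5% and a correlation of -0.268 to 0.15. The highest value for the count of Senexin B genes (58), Senexin B under PMA (143), the interaction (118), the top 5% share and the correlation came without PMA_SnxB replicate 3, and the lowest top 5% share without PMA replicate 2 (20.7, 20 and 24.2% without PMA replicate 1, PMA replicate 3 and PMA_SnxB replicate 2). With that library the common dispersion was 0.0155 and without it 0.0009, so that it widened the spread that all comparisons share. Without SnxB replicate 2 or 3 the Senexin B count was 17 or 16. Without SnxB replicate 3 the 5 interaction genes held 4 of the main 5 (ARRDC4 lost its call). The interaction count was 2 or 3 without any library but SnxB replicate 3 and PMA_SnxB replicates 1 and 3.

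Of the other settings, no filter gave 8 interaction genes and a correlation of 0.109, and DESeq2 22 interaction genes. Trend removal gave 14 interaction genes, which held 4 of the 5 (CTGF lost its call), and a correlation of 0.0697. Limma voom, which gave PMA_SnxB replicate 3 a weight of 0.0319, called 68 genes for Senexin B, 174 under PMA and 119 in the interaction, with a correlation of 0.22. Fits of the compared groups alone called 54 genes for Senexin B, where PMA_SnxB replicate 3 was left out with its group, and 18 under PMA and 666 for PMA under Senexin B, where it was kept. Without the fold threshold 2265 genes passed for PMA and 2598 for PMA under Senexin B. An estimated correlation left 29 of the 46 list calls. For these the cause was not tested except where the setting itself gives it.

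Whether the replicate numbers pair the libraries could not be decided. Of 18 pairs with the same number 5 had deviations correlated above 0.1 (median -0.0367), and 3 of 12 libraries correlated best with their own number. Deviations were taken from group means, so that PMA_SnxB replicate 3 sets those of its whole group. SnxB replicate 1 correlated with PMA_SnxB replicates 1, 2 and 3 at -0.604, -0.545 and 0.591, so that pairs with that group tell little. With the replicate block the counts were 1237, 24, 62 and 1262 genes and 2 interaction genes, 44 list calls, 167 named values, shares of 4.28 and 25% and a correlation of -0.0957.

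Of 4347 values of single genes 4130 kept their direction and call, 155 lost the call, 25 gained one and 37 changed sign, none of the last called and the cause not tested. In PMA against vehicle EHD2 was 0.01 without vehicle replicate 2 and 0.05 without PMA replicate 3 (lowest -0.53 without PMA replicate 2). In SnxB against vehicle CCNC was -0.04, -0.01 and -0.03 without vehicle replicate 2, vehicle replicate 3 and SnxB replicate 1 (highest 0.10 without vehicle replicate 1), CDK19 0.01 and 0.02 without vehicle replicate 2 and SnxB replicate 1 (lowest -0.10 without SnxB replicate 3), CDK8 -0.02 without SnxB replicate 1 (highest 0.09 without SnxB replicate 3), COL3A1 -0.06 and -0.07 without vehicle replicate 3 and SnxB replicate 2 (highest 0.15 without SnxB replicate 3) and DERL3 0.03 without vehicle replicate 2 (lowest -0.14 without vehicle replicate 3). In PMA_SnxB against PMA CDK19 was 0.05 with limma voom and 0.11 without PMA_SnxB replicate 3 (lowest -0.34 without PMA_SnxB replicate 2), DERL3 -0.01 without PMA_SnxB replicate 3 (highest 0.44 without PMA_SnxB replicate 2) and ETV5 0.09 with limma voom and without PMA_SnxB replicate 3 (lowest -0.16 without PMA_SnxB replicate 1). In PMA_SnxB against SnxB CDK8 was 0.05 with limma voom, 0.05 without PMA_SnxB replicate 3 and 0.00 without SnxB replicate 1 (lowest -0.15 without PMA_SnxB replicate 2), DERL3 0.01, 0.06 and 0.15 without SnxB replicate 3 and PMA_SnxB replicates 1 and 2 (lowest -0.30 without PMA_SnxB replicate 3) and EHD2 0.15 with limma voom and 0.05 without PMA_SnxB replicate 3 (lowest -0.56 without PMA_SnxB replicate 1). In the interaction CCND1 was 0.00 and -0.05 without PMA_SnxB replicates 1 and 2 (highest 0.20 without PMA_SnxB replicate 3), CDK19 0.00 with trends removed, 0.07 with limma voom and 0.14 without PMA_SnxB replicate 3 (lowest -0.30 without PMA_SnxB replicate 2), EHD2 0.35 with limma voom and 0.09, 0.02, 0.02, 0.15, 0.33 and 0.22 without vehicle replicates 1 and 3, SnxB replicates 1 and 3, PMA replicate 2 and PMA_SnxB replicate 3 (lowest -0.39 without PMA_SnxB replicate 1) and ETV5 -0.01 without vehicle replicate 1 (highest 0.30 without SnxB replicate 1). Of 920 list values 852 were kept and 68 lost the call. Depth limits genes near 1 CPM, where 10 counts in the smallest library are 1.08 CPM.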

Other observations

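The count of HOX genes and the interaction without PMA_SnxB replicate 3 were chosen only after the result was seen. Among the genes lowered by PMA were many with symbols starting with ZNF, most of which encode C2H2-type zinc finger proteins. Of 423 tested 76 fell and 6 rose with PMA, and of the 400 protein-coding ones 71 fell and 5 rose, the other 5 lowered ones being antisense RNAs or a pseudogene. They made up 11.5% of the lowered genes and 2.09% of the others. The odds ratio was 6.08 (95% interval 4.62 to 7.93, Fisher's exact test, two-sided p = 2.86e-30), 6.48 among protein-coding genes and 4.9 without PMA_SnxB replicate 3. Interval and p-value take the genes as independent, which they are not, and so overstate the certainty. ZNF248 (-1.31), ZNF606 (-1.31) and ZNF555 (-1.46) were among them (log2), and 75 ZNF genes fell with PMA in the presence of Senexin B. Of 35 HOX genes tested 17 fell and 0 rose, which was not tested as a group. The odds ratio shows their over-representation and not its cause.

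Genes raised by PMA were short in the genome. Their median span was 14180 bp, against 26920 bp for genes not changed by PMA, a ratio of 0.527 (0.466 among protein-coding genes). The top 5% of raised genes, with EGR1, FOS and ARC among them, spanned a median of 4813 bp. Genes lowered by PMA were also short, at 12089 bp and a ratio of 0.449, so that a short span goes with change in either direction here. Raised genes that Senexin B lowered under PMA had a median span of 7738.5 bp, against 15001 bp for the other raised genes. That difference was not tested. It cannot be told apart from the strength of induction, nor from the length trend of PMA_SnxB replicate 3. That short genes may reach new steady levels sooner within 2 h is a hypothesis, for which these data hold no time course.

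Without PMA_SnxB replicate 3 the interaction test called 118 genes, of which 69 had a more positive and 49 a more negative log2 effect of Senexin B under PMA. The library was left out after the data were seen. By the sign of the fitted effects without and with PMA, 42 of the 69 went from lower to higher and 24 from lower to less lower. Of the 49, 33 went from lower to lower still and 16 from higher to lower. ADAMTS1 (1.10 ± 0.05 SE on the log2 scale), HSPA1A (0.92 ± 0.05) and HSPA1B (0.80 ± 0.05) were less reduced with PMA and KCTD12 (-0.55 ± 0.05) more reduced. ADAMTS1 was lowered 2.3-fold by Senexin B without PMA.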
